A study of Saccharomyces cerevisiae with 5 samples. Its data were reported in "A Hierarchical Transcriptional Regulatory Network Required for Long-Term Thermal Stress Tolerance in an Industrial Saccharomyces cerevisiae Strain" (2022).

How the data were processed

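RNA was sequenced by the authors on an Illumina HiSeq with paired-end reads, as 2 libraries for each of 5 yeast strains. By the submitters' notes, the authors aligned the cleaned reads to the reference transcriptome of Saccharomyces cerevisiae (genome build R64) with Bowtie 1.2.0 and quantified genes with RSEM. The methods of the paper name another Bowtie version, and which of them made the deposited values is not known. The authors' deposited expression table holds RPKM (reads per kilobase of gene and per unit of mapped reads), rescaled per library by the authors with the TMM method. The library totals of that table run from 729162 to 1290194 RPKM with a geometric mean of 994007, so the values could also be TPM with the same rescaling, which would differ from RPKM by 1 factor per library. The authors' deposited comparison tables hold, for each deletion strain, a signal for each strain (means of size-factor normalised counts), the log2 fold change with its standard error, and the p-value with its adjusted form. The authors made those tables with DESeq2, each deletion against wild type, and their fold changes were shrunk towards 0.

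The reference was the laboratory strain S288c while the cells were an industrial strain, so genes whose sequence differs between them can lose reads in all 5 strains alike. Reads from gene families that share sequence (TDH, ENO, HXT, IMA, PAU and THI5 families here) can be divided between members in ways the deposited values do not show. RPKM depends on gene length and on the effective length RSEM uses, and very short genes can have large values from few reads. Of the 6011 rows of the expression table, 315 were listed at 0 in all 10 libraries. The 253 of those with an annotated length had a median length of 231 bases, and they include the abundant ribosomal protein genes RPL39, RPS29A, RPS29B, RPL41A and RPL41B, so a value of 0 for a short gene does not show that the gene is silent. A further 106 genes were at 0 in some libraries and at 10 RPKM or more in another, with a median length of 288 bases for the 87 with a length, against 1224 bases for all genes with one.

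Gene names were matched to the RefSeq annotation of R64, which gave chromosome, start and end for 5912 of 6001 names. Lengths were taken from start to end, and 95.85% of them were multiples of 3. Left out were 10 rows that shared 5 gene names between them, and 2 names had been damaged into dates. All columns of values per library were matched to a strain by their names.

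Reads per library were recovered from the deposited strain means of size-factor normalised counts. Each mean combines the whole reads of a strain's 2 libraries, with a fixed factor per library. RPKM served only to assign the solved reads to the duplicates. With a tolerance of 1e-09 from a whole number, 5602 genes had whole reads in all 10 libraries, and the 11204 wild-type values compared over the 4 comparison tables were the same whole number in each table. The recovered totals are reads assigned to genes, not reads sequenced, and ran from 1894915 to 5190974 per library.

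Differential expression was tested with limma-trend on log2(RPKM + 1), as 1 fit over the 10 libraries of 5 strains with no block. The design named edgeR for files with counts, and was not used because the deposited values per library are RPKM. Genes with at least 1 RPKM in at least 2 libraries were tested, which left 5595. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p of 0.05 or less with a fold change of 2 or more. The added 1 RPKM makes fold changes of weakly expressed genes smaller than the ratio of their RPKM. The fit has 5 residual degrees of freedom and 3.83 prior degrees of freedom, so the p-values measure the spread between duplicates pooled over strains and genes. Alternatives changed the pseudocount, the filter, the scaling (median ratios per library of 0.97 to 1.04), the fit, the thresholds and the libraries used. Most changed 1 choice, but limma-voom on recovered reads changed the values, the model and the filter together, and 1 alternative left out 2 libraries. "Rose" and "fell" are used for called genes. Fold changes are given as log2 of deletion over wild type with the standard error (SE), with 2 libraries in each group unless a library is left out. The SE of a list's median comes from resampling the list's genes and holds no spread between libraries.

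Gene lists were tested with camera at its preset correlation of 0.01 between genes, which compares the genes of a list with all other genes tested. Camera with a correlation estimated from the data, and fry, which tests whether a list's genes move on balance in 1 direction, were run beside it. Where the number of members called after adjustment over the list alone is not given, it was the same as over all genes tested. The 172 list tests and, for differences between deletions, 258 tests were adjusted together by the Benjamini-Hochberg method. The lists cover meiosis and sporulation, sugar and carbon metabolism, stress and protein folding, iron, mating type and pheromone, nitrogen, amino acids, vitamins, ribosomes, the proteasome, phosphate, cell wall, lipids, the cell cycle, the complexes of the deleted proteins, and some of the transcription factors the study named for each deletion. Of 46 lists fixed, 43 had 3 or more genes tested. The mitochondrially encoded genes had 0 genes tested, and the alpha-specific list and the study's list of factors lower in the mig1 deletion had too few for a list test. Lists, tests, thresholds and the rule for named genes were fixed before the data were examined. The study's report was known by then, and several lists cover processes it found enriched in these same samples. Iron homeostasis, pheromone response, meiosis and ribosome biogenesis are among them. A pass of such a list is not evidence independent of the study. The lists of factors the study named are counted among the 43 where they were tested.

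Named genes are the 4 deleted genes, the 8 largest rises and 8 largest falls in each comparison among called genes that reach a mean of 10 RPKM in the higher group and whose duplicates both lie on 1 side of both wild-type libraries, the 4 called members with the largest change in each list past its test or with 3 or more called members, the transcription factors named by the study, and the mating-type lists. Other genes were named after their values were seen, and the text says so.

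The steps were tested on simulated data. In each simulated data set 100 genes were changed by a log2 of 1.5 and 100 others by a log2 of 3. With a log2 of 1.5, 86.00% were called in the ric1 deletion, 87.00% in srb2, 91.00% in sin3 and 84.00% in mig1. Beside both sets of changed genes, 10, 6, 6 and 4 unchanged genes were called. With a log2 of 3 the shares called were 100.00%, 98.00%, 99.00% and 99.00%. The changed genes were drawn from well-expressed genes only, and the simulated duplicates had independent noise and no length trend. A simulated list of 30 genes raised by a log2 of 0.5 passed camera (adjusted p 5.3e-12) and 0 of 200 unchanged lists did. Simulated genes varied independently, while the estimated correlation of cytosolic ribosomal protein genes was 0.82. False list calls from genes that move together were therefore not tested. Known reads were recovered exactly for 100.0% of 5587 simulated genes, and removal of an added length trend brought its Spearman rho from −0.55 to −0.01 over 5396 genes. The work used R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.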

Results

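Messenger RNA was measured in ScY01a, an industrial strain of the yeast Saccharomyces cerevisiae, and in 4 strains derived from it that each lack 1 gene. RIC1 encodes a subunit of the exchange factor for the Golgi GTPase Ypt6, SRB2 a subunit of the Mediator complex that links transcription factors to RNA polymerase II, SIN3 a subunit of the Rpd3 histone deacetylase complexes, and MIG1 a repressor of genes that are shut off in glucose. All strains were grown at 40 °C in medium with 200 g/l glucose for 10 h, and 2 libraries were sequenced from each strain, 10 in all. Between 1894915 and 5190974 reads per library were assigned to genes, with the smallest number in mig1 deletion duplicate 2 and the largest in ric1 deletion duplicate 2. Between 5383 and 5563 genes reached 1 RPKM in each library, and the 20 most abundant genes held 12.9% to 19.7% of the RPKM.

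The duplicates of a strain correlated across genes with r between 0.945 (sin3 deletion) and 0.967 (ric1 deletion), where genes are not independent replicates. Differences between duplicates followed gene length in 3 strains. In the wild type, genes under 600 bases were higher in duplicate 1 by a median log2 of 0.38 and genes over 2500 bases lower by −0.46 (774 and 760 genes), with a Spearman rho across genes of −0.57. The sin3 deletion showed a rho of −0.59 and the srb2 deletion 0.38, while the ric1 and mig1 deletions were at 0.02 and −0.02. TAR1, a gene within the ribosomal DNA, was at 24850 RPKM in wild-type duplicate 1 and 27634 in sin3 deletion duplicate 1, against 371 to 4896 in the other libraries. Counts of list members are therefore also given without wild-type duplicate 1, for most lists where that moves them by over 1.5 times. For the sin3 deletion many are also given without it and sin3 deletion duplicate 1, an alternative chosen after seeing the data. Such a fit leaves 1 wild-type library, so a count can fall where the list's median does not. With both libraries left out, ribosome biogenesis genes in the srb2 deletion had a median of 0.67, against 0.86 with all libraries. In the mig1 deletion iron regulon genes had 1.36 against 1.23, and amino acid permease genes 0.59 against 0.80. Chaperone genes in the ric1 deletion went the other way, from −0.37 to 0.03.

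**Figure D1:**
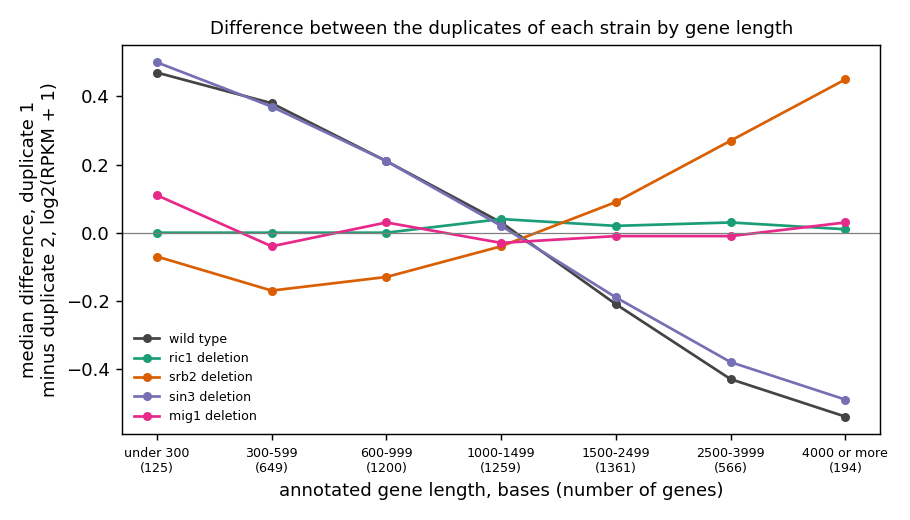
Median difference between duplicate 1 and duplicate 2 of each strain, in log2(RPKM + 1), against annotated gene length in bases, with 1 line per strain and the number of genes under each length bin. The wild type runs from 0.47 in the shortest genes to −0.54 in the longest and the sin3 deletion from 0.50 to −0.49, while the srb2 deletion runs the other way, from −0.07 to 0.45.

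Each deleted gene was at or near 0 in its own strain. RIC1 (YLR039C, chromosome XII, 225426 to 228596 in R64) was at 0.044 and 0.078 RPKM in the ric1 deletion, from 1 and 2 reads, against 14.8 and 19.1 in wild type (log2 fold change −4.07, SE 0.33, limma adjusted p 0.0046). SIN3 (YOL004W, chromosome XV, 316938 to 321548) was at 0.1 and 0.022 RPKM in the sin3 deletion against 25.8 and 39.1 (−4.95, SE 0.24, adjusted p 5.0e-05). SRB2 (YHR041C, chromosome VIII, 189131 to 189864) was listed at 0 in both srb2 deletion libraries and at 86.7 and 78 RPKM in wild type (adjusted p 4.0e-06). MIG1 (YGL035C, chromosome VII, 431548 to 433062) was listed at 0 in both mig1 deletion libraries and at 19.1 and 36.5 RPKM in wild type (adjusted p 4.7e-04). MIG1 rose in the srb2 deletion (1.66, SE 0.30, adjusted p 0.007). The lists around the deleted proteins moved little beyond the deleted genes themselves. Of 20 Golgi traffic genes around Ypt6, RIC1 alone fell in the ric1 deletion (camera adjusted p 0.24). Of 25 Mediator genes, SRB2 fell and PGD1 rose (1.28) in the srb2 deletion (0.76), and of 15 Rpd3 complex genes, SIN3 fell and STB2 rose (1.14) in the sin3 deletion (0.55). PGD1 and STB2 were named after their values were seen, and neither list had a rise without wild-type duplicate 1.

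The comparison of the ric1 deletion with wild type asks which transcripts differ when the Golgi exchange factor is missing. The ric1 deletion differed least from wild type, with 10 genes called of 5595. IMD2 (IMP dehydrogenase of guanine nucleotide synthesis), CWP1 (a cell wall mannoprotein) and PHO84 (a high-affinity phosphate transporter) rose. RIC1 and 6 other genes fell, among them INO1, the first enzyme of inositol synthesis, TIP1, a cell wall mannoprotein, and ULI1, which responds to unfolded protein stress. INO1 was at 69 and 32.9 RPKM in the ric1 deletion against 291 and 263 in wild type (log2 fold change −2.51, SE 0.31, adjusted p 0.03).

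IMD2 changed by 2.30 (SE 0.29, adjusted p 0.03), CWP1 by 2.02 (SE 0.27, 0.035) and PHO84 by 1.54 (SE 0.20, 0.03). ULI1 changed by −5.15 (SE 0.74, adjusted p 0.042), but its wild-type duplicates were far apart, at 510 and 81.8 RPKM, against 3.93 and 5.8 in the deletion. TIP1 (−2.91, SE 0.31, 0.018), YMR316C-A (−2.85), SPG3 (−1.96) and YNL193W (−1.51) made up the other falls, of which SPG3 and YMR316C-A rest on at most 58 and 136 reads in any library.

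The unfolded protein response and ER folding genes lay below wild type in the ric1 deletion, with a median of −0.53 over 30 genes (camera adjusted p 2.5e-11, adjusted p = 0.27 with an estimated correlation, fry 0.027). Only ULI1 of these fell over all genes tested, against 7 adjusted over the list alone. HAC1, the transcription factor of that response, was at 681 and 500 RPKM against 1279 and 895 (−0.87, adjusted p 0.37), which is not a call. The list's median was −0.27 without wild-type duplicate 1. Cytosolic and mitochondrial chaperone genes had a median of −0.37 with 0 of 32 called, or 1 lower adjusted over the list alone (camera 0.0036, adjusted p = 0.61 with an estimated correlation), and of 0.03 without wild-type duplicate 1 and sin3 deletion duplicate 1 (camera 0.84). Haploid-specific genes had a median of 0.53 over 10 genes with 0 called (camera 1.8e-04, adjusted p = 0.21 with an estimated correlation, fry 0.023). Flocculin and cell wall mannoprotein genes had a median of 0.22 with 1 of 21 called, or 2 adjusted over the list alone (camera 0.0017, adjusted p = 0.21 with an estimated correlation). In this strain all genes under 600 bases had a median of −0.29 and those over 2500 bases 0.33 (Spearman rho with length across genes 0.49). Mitochondrial ribosomal protein genes also had a median of −0.29, over 65 genes (4.4e-08, adjusted p = 0.49 with an estimated correlation), and ribosome biogenesis genes 0.23 over 99 genes (1.5e-05, adjusted p = 0.66 with an estimated correlation), each with 0 called, and the latter no longer passed camera (0.15) without wild-type duplicate 1 and sin3 deletion duplicate 1.

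Purine synthesis (median 0.55, camera 4.1e-04, adjusted p = 0.59 with an estimated correlation), pheromone response (0.35, camera 0.0027, adjusted p = 0.62) and a-specific genes (0.35, camera 0.023, adjusted p = 0.49) lay above wild type by camera. Proteasome (−0.35, camera 1.3e-04, adjusted p = 0.66 with an estimated correlation), sulfur and methionine (−0.28, camera 0.015, adjusted p = 0.32) and cytosolic ribosomal protein genes (−0.14, camera 0.021, adjusted p = 0.84) lay below it. Of these lists IMD2 alone was called, and without wild-type duplicate 1 and sin3 deletion duplicate 1 the proteasome (0.6), a-specific (0.065) and cytosolic ribosomal protein lists (0.19) did not pass camera. In all, 15 of 43 lists passed camera in the ric1 deletion, 8 up and 7 down, 5 passed fry, and 0 passed with an estimated correlation. At an unadjusted p under 0.05 there were 506 genes. Without wild-type duplicate 1 the count of called genes was 1, RIC1, and without wild-type duplicate 2 it was 22. A fit of this strain and wild type alone called 9 genes, of which 1 was among the 10.

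The comparison of the srb2 deletion with wild type asks which transcripts need this Mediator subunit under heat. The srb2 deletion had 798 called genes, 232 higher and 566 lower. By camera, the lists of meiotic, sporulation, maltose, glycolytic, glycogen, NAD synthesis and thiamine genes lay below wild type, and those of the iron regulon, amino acid permeases, amino acid synthesis, ribosome biogenesis, and cell cycle and histone genes above. None of these lists passed with an estimated correlation, where the smallest adjusted p was 0.17, and in most of them fewer than 1 in 2 members were called. That correlation test has little power with 2 libraries per strain, so a list that fails it is not shown to be unchanged. TDH1, a glyceraldehyde-3-phosphate dehydrogenase, went from 7268 and 5120 RPKM in wild type to 212 and 206 (log2 fold change −4.86, SE 0.24, adjusted p 2.7e-05). INO1 went from 291 and 263 RPKM to 3.5 and 4.86 (−5.76, SE 0.31, adjusted p 4.2e-05). GAP1, the general amino acid permease, rose from 3.61 and 4.46 to 43 and 98.6 RPKM (3.72, SE 0.36, adjusted p 9.6e-04).

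Of 29 early meiotic genes, 9 fell and 0 rose in the srb2 deletion (median −0.90, camera adjusted p 1.4e-06, adjusted p = 0.17 with an estimated correlation). They include SPO13 (−2.23, SE 0.25), a regulator of meiotic chromosome segregation, MSH4 (−1.95) and REC104 (−1.82), which act in recombination, and SPO1 (−1.78). Of 31 middle and late sporulation genes, 17 fell (median −1.20, camera 2.9e-07, adjusted p = 0.21 with an estimated correlation). GAS4 (−3.05, SE 0.38) works on the spore wall, and SPO19 (−2.47), DON1 (−2.35) and SPS1 (−2.30) act in spore formation. Both counts were the same adjusted over the list alone. The counts were 6 and 11 without wild-type duplicate 1.

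Of 11 maltose and isomaltose genes, 7 fell in the srb2 deletion (median −1.39, camera 1.3e-04, adjusted p = 0.21 with an estimated correlation), among them the maltose permease MAL31 (−2.10, SE 0.21) and the isomaltase IMA2 (−1.93). IMA3 and IMA4 have identical values (−2.26 each), so which of them changed is uncertain. Of 17 glycolysis and ethanol formation genes, 9 fell (median −1.05, camera 1.8e-04, adjusted p = 0.47 with an estimated correlation), with TDH1, the enolases ENO1 (−2.71, SE 0.33) and ENO2 (−1.26), and TDH2 (−1.72) changed most. TDH and ENO genes have close paralogs, so the share of each is uncertain. Glycolytic genes called lower numbered 2 without wild-type duplicate 1. Of 20 glycogen and trehalose genes, 8 fell (median −0.97, camera 2.9e-04, adjusted p = 0.49 with an estimated correlation), among them the glycogenin GLG1 (−1.94), the glycogen synthase GSY1 (−1.44) and the trehalose-6-phosphate synthase TPS1 (−1.36), and 4 were called lower without wild-type duplicate 1. Fatty acid beta-oxidation genes had 4 lower, or 5 adjusted over the list alone, and 1 higher of 18 (median −0.57, camera 0.041, adjusted p = 0.56 with an estimated correlation). Of these 0 were called without wild-type duplicate 1, and the list did not pass camera (0.065) without it and sin3 deletion duplicate 1.

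Of 9 genes for NAD synthesis from tryptophan, 6 fell (median −1.08, camera 0.0095, adjusted p = 0.24 with an estimated correlation), led by BNA1 (−2.26, SE 0.28) and BNA2 (−2.05), or 3 without wild-type duplicate 1. Of 20 thiamine and pyridoxine genes, 8 fell and 1 rose (median −0.73, camera 0.0011, adjusted p = 0.28 with an estimated correlation). THI4, a thiazole synthase, changed by −3.04 (SE 0.42), THI73 by −2.23, and THI5 and THI12, which share reads, by −2.72 and −2.43, with 5 lower without wild-type duplicate 1. Of 24 hypoxic and anaerobic cell wall genes, 7 fell (median −0.73, camera 0.049, adjusted p = 0.28 with an estimated correlation), among them ANB1 (−2.61), AAC3 (−2.36) and TIR3 (−2.26), and the list did not pass camera (0.098) without wild-type duplicate 1 and sin3 deletion duplicate 1. Of 30 unfolded protein response and ER folding genes, 12 fell (median −0.67, camera 1.3e-04, adjusted p = 0.49 with an estimated correlation), or 6 without wild-type duplicate 1. KAR2, the Hsp70 of the ER, was at 122 and 94.2 RPKM against 2144 and 813 (−3.61, SE 0.52, adjusted p 0.003), and HAC1 at 205 and 226 against 1279 and 895 (−2.31, SE 0.25, adjusted p 0.0015). The alpha-cell genes STE3 (−2.96, SE 0.23, adjusted p 3.5e-04) and SAG1 (−1.22, SE 0.30, adjusted p 0.021), the pheromone receptor and agglutinin of the other mating type, also fell, with STE3 at 2 and 3 reads.

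Of 28 genes of the iron regulon, 13 rose in the srb2 deletion (median 0.97, camera 1.2e-08, adjusted p = 0.21 with an estimated correlation), or 12 without wild-type duplicate 1. SIT1, a siderophore transporter, changed by 3.32 (SE 0.25), FET3, a multicopper oxidase for iron uptake, by 2.94 (SE 0.28), and FIT3, a cell wall mannoprotein that retains siderophores, by 2.64. Of 24 amino acid permease genes, 8 rose, or 9 adjusted over the list alone, and 2 fell (median 0.86, camera 2.9e-05, adjusted p = 0.25 with an estimated correlation), with GAP1, OPT1 (2.33) and MUP1 (1.87) among the rises. Of 49 amino acid synthesis genes, 11 rose (median 0.63, camera 1.6e-07, adjusted p = 0.21 with an estimated correlation), such as SER3 (2.14), HIS4 (1.91) and THR4 (1.64), or 6 without wild-type duplicate 1. Of 99 ribosome biogenesis genes, 28 rose, or 32 adjusted over the list alone (median 0.86, camera 3.5e-22, adjusted p = 0.42 with an estimated correlation), with RRP7 (2.08, SE 0.18), SPB1 (2.05) and PWP2 (1.91) changed most. That count was 4 without wild-type duplicate 1. Of 32 cell cycle and histone genes, 9 rose, or 11 adjusted over the list alone, and 2 fell (median 0.59, camera 6.8e-05, adjusted p = 0.28 with an estimated correlation), including the histone gene HHF1 (1.37) and the cyclin gene CLB1 (1.34), and 3 rose and 1 fell without wild-type duplicate 1. Of 31 nuclear respiratory chain genes, 4 rose, or 2 adjusted over the list alone (median 0.29, camera 0.041, adjusted p = 0.7 with an estimated correlation), among them NDE1 (2.60) and CYC1 (1.80). Of 20 purine synthesis genes, GCV2 rose (median 1.01, camera 4.8e-04, adjusted p = 0.59 with an estimated correlation). Of 5 a-specific genes, STE2 (1.11) and BAR1 (1.77) rose, or 3 adjusted over the list alone (camera 0.037, adjusted p = 0.5 with an estimated correlation). The a-specific list did not pass camera (0.063) with the length trend removed from each library. Its median was 1.11, and 0.85 without wild-type duplicate 1. Cytosolic ribosomal protein genes had a median of 0.22 with 0 of 132 called (camera 0.0019, adjusted p = 0.79 with an estimated correlation). Proteasome genes had a median of −0.47 (camera 0.0032, adjusted p = 0.69 with an estimated correlation), with 1 of 34 lower, or 0 adjusted over the list alone. That median was only −0.25 without wild-type duplicate 1 and sin3 deletion duplicate 1. HSP26 alone fell of 32 chaperone genes (median −0.69, camera 0.091). GCV2, STE2 and BAR1 are named here after their values were seen.

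The lists of transcription factors named by the study hold only part of those it found changed in this strain. The 3 listed as lower fell, HAC1, MAL13 (−1.39) and PDR3 (−1.10), and the 9 listed as higher rose, from CUP9 (1.07) to TUP1 (1.74), but 1 of 3 and 1 of 9 were called without wild-type duplicate 1. Those lists were chosen on these samples and are not independent evidence of a direction. YOL131W and YGL194C-A were listed at 0 in both srb2 deletion libraries, and at 55.5 and 44.9 and at 69.9 and 71.5 RPKM in wild type, from 5 to 26 reads. In all, 22 of 43 lists passed camera, 10 up and 12 down, 21 passed fry, and 0 passed with an estimated correlation. The count of called genes was 420 without wild-type duplicate 1 and 419 without srb2 deletion duplicate 2.

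**Figure D2:**
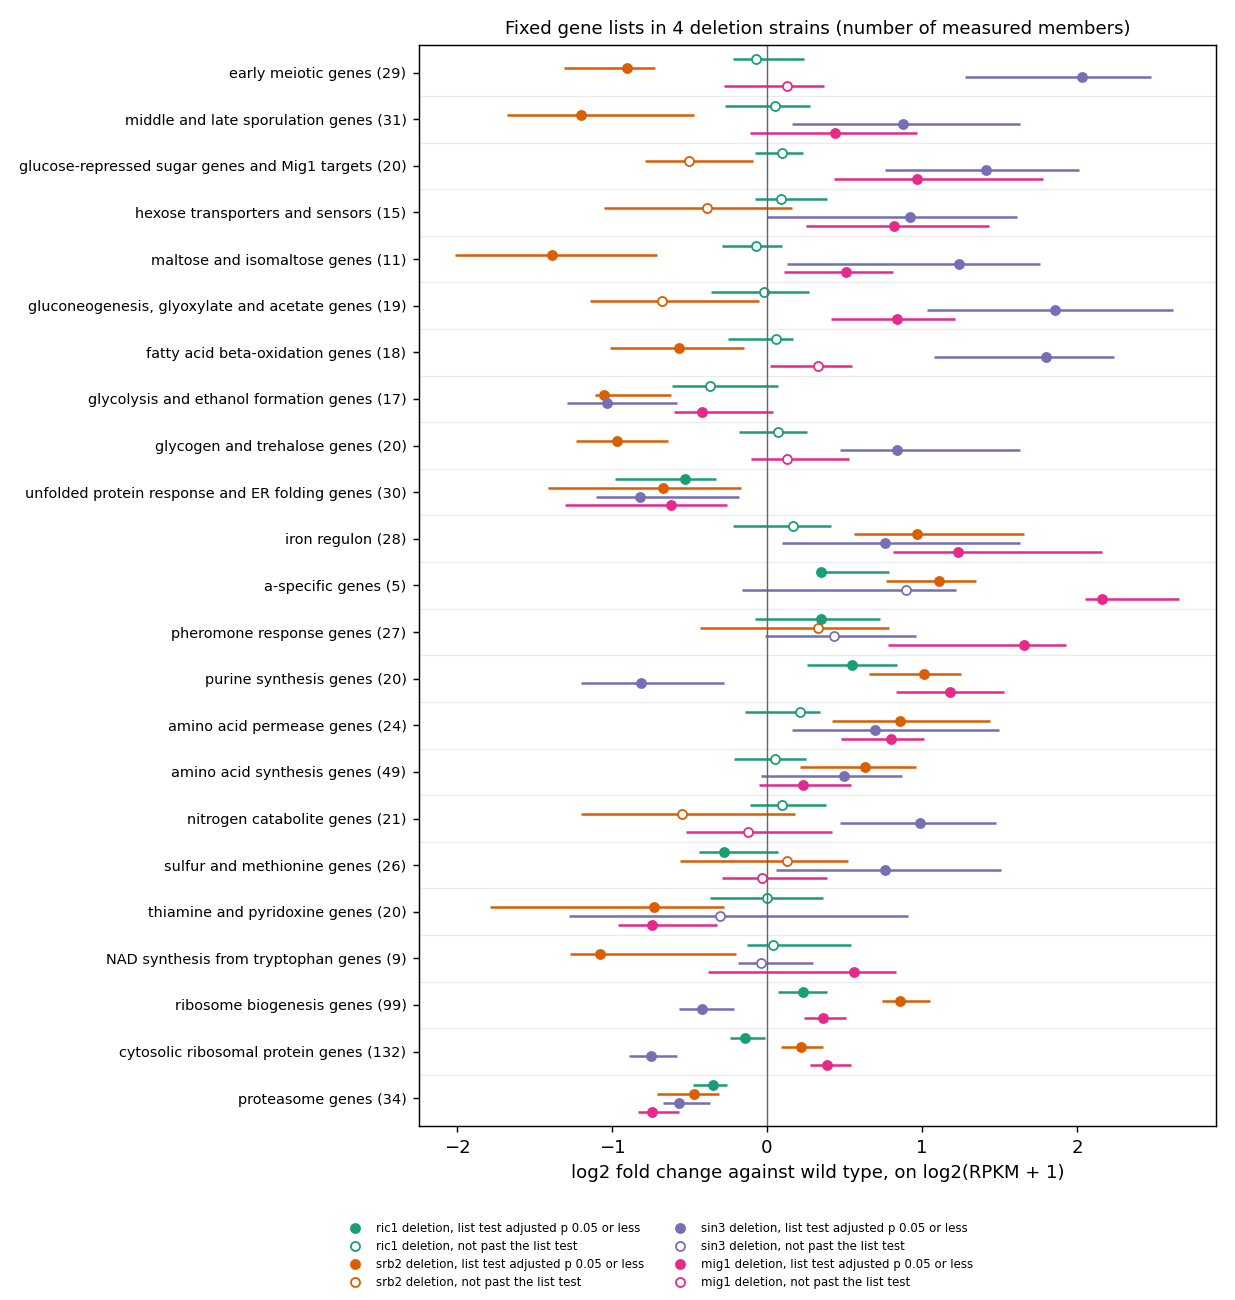
Median log2 fold change against wild type of the genes of each fixed list, on log2(RPKM + 1), with 1 point per deletion strain, lines from the lower to the upper quartile of the list's genes and filled points for lists past camera. Early meiotic genes lie at −0.90 in the srb2 deletion and 2.03 in the sin3 deletion, iron regulon genes at 0.97, 0.76 and 1.23 in srb2, sin3 and mig1, and unfolded protein response genes below 0 in all 4 strains.

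The comparison of the sin3 deletion with wild type asks which transcripts depend on this part of the deacetylase complexes under heat. The sin3 deletion had 701 called genes, 527 higher and 174 lower. By camera, the lists of meiotic and sporulation genes, of genes that glucose keeps low, and of acetate, fatty acid, glycogen, sulfur, nitrogen and iron genes lay above wild type, and those of glycolytic, cytosolic ribosomal protein and ER folding genes below. None of them passed with an estimated correlation, where the smallest adjusted p was 0.054, for early meiotic genes. IME2, a kinase that drives entry into meiosis, went from 4.32 and 3.74 RPKM in wild type to 58.2 and 59.9 (log2 fold change 3.58, SE 0.38, adjusted p 0.0011). HSP26, a small heat shock protein, went from 3698 and 2710 RPKM to 208 and 173 (−4.06, SE 0.33, adjusted p 4.1e-04).

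Of 29 early meiotic genes, 23 rose in the sin3 deletion, or 24 adjusted over the list alone, and 0 fell (median 2.03, camera adjusted p 3.2e-13, adjusted p = 0.054 with an estimated correlation, fry 5.0e-05). MND1 (4.50, SE 0.52), MEI5 (4.20, SE 0.52) and IME2 led the list, followed by SLZ1 (3.28); MND1 and MEI5 act in recombination between homologous chromosomes. The count was 19 without wild-type duplicate 1 and 6 without it and sin3 deletion duplicate 1, with a median of 1.93 in the latter. Of 31 middle and late sporulation genes, 13 rose, or 14 rose and 1 fell adjusted over the list alone (median 0.88, camera 1.4e-04, adjusted p = 0.3 with an estimated correlation), among them SHC1 (3.82, SE 0.33), SPR1 (2.46) and SPS22 (2.22), which are linked to the spore wall, and 3 were called without both of these libraries.

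Of 20 glucose-repressed sugar genes and Mig1 targets, 10 rose, or 11 adjusted over the list alone (median 1.41, camera 1.2e-07, adjusted p = 0.21 with an estimated correlation). The hexokinase HXK1 changed by 4.15 (SE 0.39), the hexose transporter HXT2 by 3.97 (SE 0.58), the isocitrate lyase ICL1 by 2.92 and REG2 by 2.79. Of 15 hexose transporters and sensors, 6 rose and 1, HXT1, fell (−1.14; median 0.92, camera 0.028, adjusted p = 0.29 with an estimated correlation), with reads shared among the HXT genes; HXT1 was named after its values were seen. Of these transporters 2 rose without wild-type duplicate 1, and without it and sin3 deletion duplicate 1 the count was 0 and the list did not pass camera (0.065). Of 19 gluconeogenesis, glyoxylate and acetate genes, 12 rose, or 14 adjusted over the list alone (median 1.86, camera 1.2e-08, adjusted p = 0.24 with an estimated correlation), led by the acetate transporter ADY2 (4.32, SE 0.26), the mitochondrial carrier SFC1 (4.31) and the regulator SIP4 (3.78). Of 18 fatty acid beta-oxidation genes, 14 rose (median 1.80, camera 1.3e-09, adjusted p = 0.21 with an estimated correlation), with POT1 (4.69, SE 0.51) and FOX2 (2.71), enzymes of the pathway, and CAT2 (2.30). Without wild-type duplicate 1 and sin3 deletion duplicate 1 those 3 counts of Mig1 targets, gluconeogenesis and beta-oxidation genes were 2, 4 and 2, while the medians were 1.49, 1.75 and 1.72. Of 11 maltose and isomaltose genes, 5 rose, or 6 adjusted over the list alone (median 1.24, camera 0.0029, adjusted p = 0.21 with an estimated correlation), among them MAL12 (3.84, SE 0.29) and MAL31 (2.82), or 2 without both of these libraries.

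Of 17 tricarboxylic acid cycle genes, 6 rose (median 0.67, camera 0.0037, adjusted p = 0.53 with an estimated correlation), such as LSC2 (2.12) and MDH1 (1.91), and of 31 nuclear respiratory chain genes, 3 rose (median 0.44, camera 0.021, adjusted p = 0.67 with an estimated correlation), the NADH dehydrogenases NDE2 (3.57) and NDE1 (2.97) and QCR2 (1.42). Of 20 glycogen and trehalose genes, 7 rose (median 0.84, camera 1.5e-05, adjusted p = 0.44 with an estimated correlation), with the glycogen phosphorylase GPH1 (2.78) and GSY1 (2.57) first. Of 29 general stress genes, 10 rose and 1 fell (median 0.94, camera 6.1e-04, adjusted p = 0.6 with an estimated correlation). RGI2, a respiratory growth protein, changed by 5.72 (SE 0.38) from 1 read in each wild-type library, and YGP1, a secreted glycoprotein, by −2.05. Rises among the tricarboxylic acid cycle, respiratory chain, glycogen and stress genes numbered 1, 2, 4 and 1 without wild-type duplicate 1 and sin3 deletion duplicate 1, and 6 of the stress genes rose without the first alone. Of 26 sulfur and methionine genes, 12 rose (median 0.76, camera 4.1e-04, adjusted p = 0.21 with an estimated correlation), among them the regulator MET28 (2.81), MET6 (2.71) and MET17 (2.27). Of 21 nitrogen catabolite genes, 9 rose, or 10 adjusted over the list alone (median 0.99, camera 5.6e-05, adjusted p = 0.21 with an estimated correlation), with the arginine catabolism genes CAR2 (4.09, SE 0.22) and CAR1 (3.08) and the ammonium permease MEP2 (2.08). Of 28 iron regulon genes, 12 rose, or 13 adjusted over the list alone (median 0.76, camera 3.5e-05, adjusted p = 0.31 with an estimated correlation), or 9 without wild-type duplicate 1, including the heme oxygenase HMX1 (2.97) and FIT1 (2.40). Of 24 amino acid permease genes, 10 rose and 1 fell (median 0.70, camera 0.0041, adjusted p = 0.4 with an estimated correlation), and of 49 amino acid synthesis genes, 9 rose (median 0.50, camera 0.0021, adjusted p = 0.36 with an estimated correlation), such as LEU2 (1.96). With both doubted libraries left out, 2 sulfur, 2 nitrogen, 6 iron, 0 permease and 1 amino acid synthesis genes rose, and with wild-type duplicate 1 alone left out 8 sulfur genes did.

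Of 17 glycolysis and ethanol formation genes, 9 fell in the sin3 deletion (median −1.03, camera 1.4e-05, adjusted p = 0.4 with an estimated correlation), among them TDH1 (−2.71, SE 0.24), TDH3 (−1.45) and the aldolase FBA1 (−1.35), and the pyruvate decarboxylase PDC5 rose (1.82). Those called lower numbered 2 without wild-type duplicate 1 and 1 with sin3 deletion duplicate 1 left out too. Cytosolic ribosomal protein genes had a median of −0.75 (camera 1.5e-19, adjusted p = 0.49 with an estimated correlation), and also of −0.75 without wild-type duplicate 1 and sin3 deletion duplicate 1. Of 132, 21 fell, or 22 adjusted over the list alone, with RPS22B (−3.32, SE 0.27), RPL18B (−1.84) and RPS9A (−1.72) changed most. That count was 4 without wild-type duplicate 1 and 1 without both libraries. Ribosome biogenesis genes had a median of −0.42 with 1 of 99, RRP8, called lower, or 0 adjusted over the list alone and 0 without both libraries (camera 9.8e-07, adjusted p = 0.65 with an estimated correlation), mitochondrial ribosomal protein genes −0.35 with 2 of 65 lower (2.1e-05, adjusted p = 0.61 with an estimated correlation), and proteasome genes −0.57 over 34 genes (3.1e-05, adjusted p = 0.62 with an estimated correlation), of which RPN4, the regulator of the others, rose (1.04), or 0 adjusted over the list alone. The 2 mitochondrial ribosomal protein genes and RPN4 were not called without wild-type duplicate 1. Of 30 unfolded protein response and ER folding genes, 9 fell, or 11 adjusted over the list alone (median −0.82, camera 1.5e-06, adjusted p = 0.4 with an estimated correlation), among them KAR2 (−2.81, SE 0.52), HAC1 (−1.84, SE 0.25) and SIL1 (−1.44). The count was 4 without wild-type duplicate 1 and 1 without both libraries, and HSP26 and 3 other genes fell while 2 rose among 32 cytosolic and mitochondrial chaperone genes (median −0.46, camera 0.056). Of the chaperone genes 2 fell and 1 rose without wild-type duplicate 1, and 1 fell and 0 rose without both libraries.

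Some lists had members that moved apart. Of 20 purine synthesis genes, IMD2 (3.16) and GCV2 (2.85) rose and ADE8 (−1.25) and HPT1 (−1.25) fell, with a list median of −0.81 (camera 0.021, adjusted p = 0.67 with an estimated correlation, and camera 0.062 without both doubted libraries). The list had 1 gene called higher and 1 lower without wild-type duplicate 1, and 1 higher and 0 lower without both libraries. Of 14 stationary phase genes, 6 rose, or 9 adjusted over the list alone, and 2 fell (median 1.33, camera 0.015, adjusted p = 0.49 with an estimated correlation), among them SNO1 (3.46) and SNZ1 (3.20) of pyridoxine synthesis, or 2 higher and 1 lower without both libraries. Of 20 thiamine and pyridoxine genes, 3 rose, or 5 adjusted over the list alone, and 7 fell, including the thiamine transporter THI7 (−3.30, SE 0.29), and the list did not pass camera (0.19). Without both libraries 1 rose and 3 fell. The phosphate genes PHO89 (3.51), PHO5 (2.12) and PHO84 (1.09) rose, or 2 without both libraries, with no call for that list (0.12). The lists of factors named by the study hold only part of those it found changed in this strain. Of the 4 listed as lower, 4 fell, HAC1, THI2 (−1.31), INO4 (−1.18) and OPI1 (−1.10). Of the 9 listed as higher, 6 rose, or 9 adjusted over the list alone, and CAT8 (1.44, adjusted p 0.052), ADR1 (1.14, 0.13) and RSF2 (1.12, 0.072) were not called. MTH1, which the study names as higher too and the list leaves out, rose (1.99, SE 0.50, adjusted p 0.026). Without wild-type duplicate 1, 3 of the 4 and 3 of the 9 were called, and 1 and 0 without both libraries. Those lists were chosen on these samples and are not independent evidence. In all, 27 of 43 lists passed camera, 19 up and 8 down, 24 passed fry, and 0 passed with an estimated correlation. The count of called genes was 437 without sin3 deletion duplicate 1, 457 without duplicate 2, 493 without wild-type duplicate 1, and 99 without both duplicates 1 of these strains.

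The comparison of the mig1 deletion with wild type asks which transcripts this glucose repressor affects under heat. The mig1 deletion had 195 called genes, 129 higher and 66 lower. By camera, the lists of Mig1 targets, iron regulon genes, genes that only a-type cells express and pheromone response genes lay above wild type, and those of ER folding, thiamine and phospholipid genes below. None of them passed with an estimated correlation, where the smallest adjusted p was 0.21. STE2, the receptor for alpha factor, went from 53.2 and 73.8 RPKM in wild type to 514 and 312 (log2 fold change 2.66, SE 0.28, adjusted p 0.0022). FIT1, a cell wall mannoprotein that retains siderophores, went from 2.23 and 1.62 RPKM to 41.4 and 36.5 (3.78, SE 0.26, adjusted p 5.4e-04).

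Of 20 glucose-repressed sugar genes and Mig1 targets, 7 rose, or 9 adjusted over the list alone (median 0.97, camera adjusted p 8.4e-08, adjusted p = 0.21 with an estimated correlation). HXK1 changed by 2.82 (SE 0.39), HXT2 by 2.80 (SE 0.58), the regulator of glucose sensing MTH1 by 2.68 and REG2 by 2.45. The list's median was 0.98 without wild-type duplicate 1 and sin3 deletion duplicate 1. The count was 2 without wild-type duplicate 1. Of 15 hexose transporters and sensors, 3 rose, or 5 adjusted over the list alone (median 0.82, camera 3.3e-04, adjusted p = 0.21 with an estimated correlation), HXT2, HXT3 (1.94) and HXT1 (1.37), or 1 without wild-type duplicate 1. Of 19 gluconeogenesis, glyoxylate and acetate genes, ICL1 (1.73), JEN1 and ATO3 (1.19) rose, or 6 adjusted over the list alone (median 0.84, camera 5.0e-05, adjusted p = 0.38 with an estimated correlation), and of 11 maltose and isomaltose genes MAL12 (2.24) and MAL33 (1.56), or 3 adjusted over the list alone (median 0.51, camera 0.012, adjusted p = 0.21 with an estimated correlation). In each of these 2 lists 1 gene was called without wild-type duplicate 1.

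Of 28 iron regulon genes, 12 rose in the mig1 deletion, or 16 adjusted over the list alone (median 1.23, camera 2.0e-18, adjusted p = 0.21 with an estimated correlation, fry 0.0012), led by FIT1, FET3 (3.31, SE 0.28), SIT1 (3.07, SE 0.25) and FIT3 (2.77). The count was 9 without wild-type duplicate 1. Pheromone response genes had a median of 1.66 (camera 1.7e-12, adjusted p = 0.3 with an estimated correlation), and of 1.53 without wild-type duplicate 1. Of 27, 12 rose, or 16 adjusted over the list alone. AGA1, an anchor of a-agglutinin, changed by 3.55 (SE 0.71), the protease BAR1 by 2.88 and the a-factor exporter STE6 by 2.16, and without wild-type duplicate 1 the count was 2. All 5 a-specific genes rose (median 2.16, camera 1.3e-06, adjusted p = 0.21 with an estimated correlation, fry 0.0049), and 1 of them was called without wild-type duplicate 1. The 5 are also on the pheromone response list. Of 10 haploid-specific genes, 4 rose (median 0.63, camera 2.2e-04, adjusted p = 0.21 with an estimated correlation), FAR1 (2.13, SE 0.22), FUS3 (1.77), SST2 (1.77) and GPA1 (1.30), all of them also pheromone response genes, and 1 was called without wild-type duplicate 1, with a median of 0.39. The alpha-cell genes STE3 (0.34, adjusted p 0.39) and SAG1 (0.30, adjusted p 0.57) were not called.

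Of 20 purine synthesis genes, IMD2 rose (3.15, SE 0.29), or 9 adjusted over the list alone (median 1.18, camera 8.3e-07, adjusted p = 0.47 with an estimated correlation). Of 24 amino acid permease genes, 5 rose, or 7 adjusted over the list alone (median 0.80, camera 1.9e-07, adjusted p = 0.21 with an estimated correlation), among them PUT4 (3.02) and OPT1 (1.91), and 0 were called without wild-type duplicate 1. Of 9 genes for NAD synthesis from tryptophan, the nicotinate and nicotinamide riboside transporters TNA1 (2.81, SE 0.37) and NRT1 (1.91) rose (median 0.56, camera 0.039, adjusted p = 0.32 with an estimated correlation), and these take up precursors while the synthesis enzymes of the list were not called, and 1 gene was called without wild-type duplicate 1. MPC3, a mitochondrial pyruvate carrier subunit, changed by 4.82 (SE 0.50), SRX1, a sulfiredoxin, by 4.02 and CTR3, a copper transporter, by 3.82. Of 21 nitrogen catabolite genes, 4 rose, CAR2 (2.44), CAR1 (2.16), DAL80 (1.52) and GDH2 (1.39), with a list median of −0.12, a mean of 0.21 and no call (camera 0.83), and 1 rose without wild-type duplicate 1.

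Of 30 unfolded protein response and ER folding genes, 9 fell, or 10 adjusted over the list alone (median −0.62, camera 1.0e-08, adjusted p = 0.31 with an estimated correlation). KAR2 was at 111 and 131 RPKM (−3.44, SE 0.52, adjusted p 0.011), HAC1 at 317 and 373 (−1.63, SE 0.25, 0.014) and SIL1 changed by −1.78, and 1 gene was called without wild-type duplicate 1. Of 32 chaperone genes, 2 fell, HSP26 (−3.00) and another, or 3 adjusted over the list alone and 1 without wild-type duplicate 1 (median −0.27, camera 0.023, adjusted p = 0.66 with an estimated correlation), and the list did not pass camera (0.83) without it and sin3 deletion duplicate 1. Of 20 thiamine and pyridoxine genes, 4 fell, among them THI4 (−2.16), THI20 (−1.87) and PET18 (−1.87), and SNZ1 rose (1.92), or 2 rose adjusted over the list alone (median −0.74, camera 2.7e-05, adjusted p = 0.21 with an estimated correlation). Of 35 phospholipid and ergosterol genes, INO1 (−3.60, SE 0.31), OPI3 (−2.60), ERG20 (−1.29) and ITR1 fell (median −0.37, camera 0.012, adjusted p = 0.49 with an estimated correlation), and adjusted over the list alone 1 also rose. With wild-type duplicate 1 left out, 2 thiamine and pyridoxine genes fell and 0 rose, and 1 phospholipid and ergosterol gene fell. Proteasome genes had a median of −0.74 over 34 genes while RPN4 rose (camera 1.2e-08, adjusted p = 0.5 with an estimated correlation), though not without wild-type duplicate 1. Ribosome biogenesis genes had a median of 0.36 with 0 of 99 called (camera 1.7e-07, adjusted p = 0.62 with an estimated correlation) and cytosolic ribosomal protein genes 0.39 with 1 of 132 called, RPS14B (1.29), or 0 adjusted over the list alone and 0 without wild-type duplicate 1 (1.8e-08, adjusted p = 0.66 with an estimated correlation).

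Of 31 middle and late sporulation genes, 3 rose, or 6 adjusted over the list alone (median 0.44, camera 0.015, adjusted p = 0.49 with an estimated correlation), of 49 amino acid synthesis genes 2 rose (median 0.23, camera 0.021, adjusted p = 0.47) and of 65 mitochondrial ribosomal protein genes 1 rose (median 0.20, camera 0.012, adjusted p = 0.71), each 0 without wild-type duplicate 1. Of 17 glycolytic genes TDH1 fell (median −0.42, camera 0.03, adjusted p = 0.65 with an estimated correlation), and the list did not pass camera (0.61) without wild-type duplicate 1 and sin3 deletion duplicate 1.

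HAC1, which the study named as lower in this strain, fell, and of 8 factors named as higher 6 rose, or 8 adjusted over the list alone, among them KAR4 (1.96) and MSN4 (1.38), while ADR1 (1.84, adjusted p 0.075) and CAT8 (1.03, 0.22) were not called. HAC1 and those 6 were not called without wild-type duplicate 1. Those lists were chosen on these samples and are not independent evidence. In all, 26 of 43 lists passed camera, 18 up and 8 down, 19 passed fry, and 0 passed with an estimated correlation. The count of called genes was 49 without wild-type duplicate 1 and 56 without mig1 deletion duplicate 1, and mig1 deletion duplicate 2 is the library with the fewest reads.

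**Figure D3:**
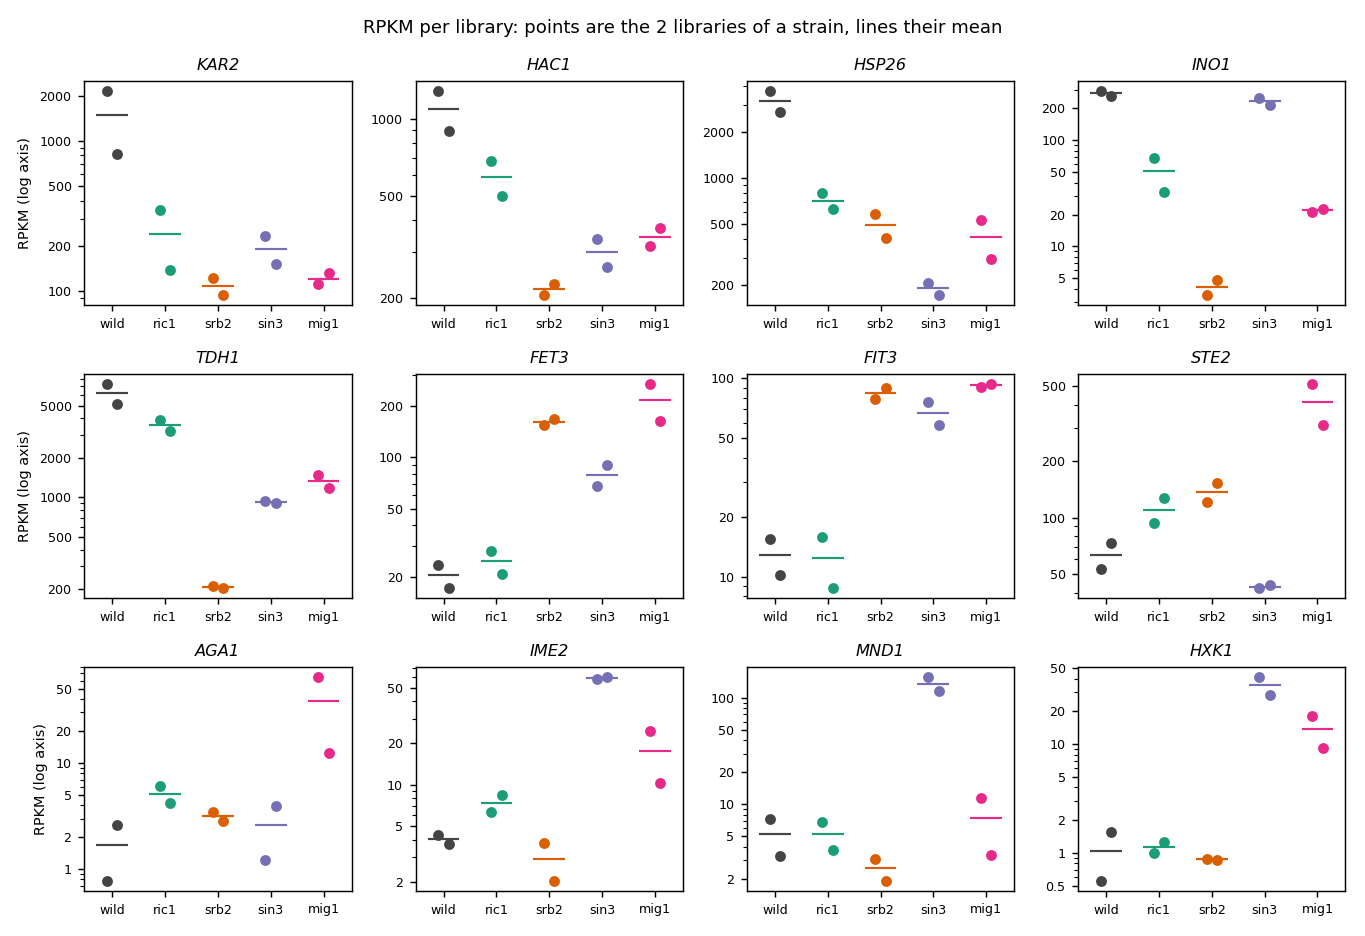
RPKM of 12 genes on log axes in each of the 10 libraries, with points for the 2 libraries of a strain and lines for their mean. KAR2 lies at 2144 and 813 in wild type and at 344 or less in every deletion library, FET3 between 67.9 and 267 in the srb2, sin3 and mig1 deletions against 23.4 and 17.2 in wild type, and IME2 at 58.2 and 59.9 in the sin3 deletion.

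Calls were then compared between deletions. Of 1358 genes called in the srb2, sin3 or mig1 deletion, 45 were called in all 3, of which 19 were higher in each and 17 lower in each. Those higher included the iron genes SIT1, FET3, FIT1, FIT3, FRE1, FRE2 and CCC2, the arginine genes CAR1 and CAR2, and CWP1, the only gene called higher in all 4 deletions. Those lower included KAR2, HAC1, SIL1, LHS1 and MPD1 of ER folding, HSP26, TDH1, THI4 and THI20, and 0 genes were called lower in all 4. The srb2 and sin3 deletions shared 52 genes higher and 40 lower, where independent lists of those sizes would share 21.9 and 17.6, and 99 genes were called in opposite directions. The srb2 and mig1 deletions shared 38 and 42 (independent lists 5.35 and 6.68, 11 opposite), and the sin3 and mig1 deletions 71 and 26 (12.2 and 2.05, 2 opposite). The ric1 deletion shared 1 and 4 genes with srb2, 3 and 1 with sin3, and 3 and 4 with mig1, where independent lists would share 0.124 and 0.708, 0.283 and 0.218, and 0.0692 and 0.0826.

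All 4 comparisons used the same 2 wild-type libraries, which cannot be split into separate controls, so part of the shared calls and of the correlation can come from them. In 100 simulations of unchanged strains with shared controls, pairs shared between 0.01 and 0.03 calls on average and at most 1, and their log2 fold changes correlated across genes with r 0.50. With no changed genes few calls pass the adjustment, so those simulated calls cannot show how many shared calls the controls add. The observed r was 0.39 for ric1 and srb2, 0.24 for ric1 and sin3, 0.58 for ric1 and mig1, 0.03 for srb2 and sin3, 0.45 for srb2 and mig1, and 0.38 for sin3 and mig1. The covariances were 0.19, 0.11, 0.24, 0.02, 0.27 and 0.22, against 0.07 in the simulations and 0.11 from the wild-type duplicates. Leaving out wild-type duplicate 1 also lowered the number of calls in each deletion. Fewer shared calls in that fit therefore do not show by themselves that the library made them. Without wild-type duplicate 1 the 3 pairs among srb2, sin3 and mig1 shared 50, 25 and 29 calls in place of 92, 80 and 97, and each pair with ric1 shared 0.

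Tested directly against each other, the deletions differed in 608 genes between ric1 and srb2, 693 between ric1 and sin3, 89 between ric1 and mig1, 1709 between srb2 and sin3, 650 between srb2 and mig1, and 861 between sin3 and mig1. Early meiotic genes differed most between the srb2 and sin3 deletions, with a median difference of −2.95 (camera adjusted p 3.0e-13, adjusted p = 0.04 with an estimated correlation), the only list of that pair past the estimated correlation. Lists past camera numbered 19, 24, 25, 19, 24 and 18 for the 6 pairs in the same order, and 0, 1, 0, 1, 0 and 1 with an estimated correlation.

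In the authors' deposited tables, at the same thresholds, 39 genes passed for the ric1 deletion, 617 for srb2, 593 for sin3 and 235 for mig1. Of these, 9, 577, 553 and 141 were also called here in the same direction, and 0 were called in the opposite direction.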

Values the study reported

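The study reported a mean mapping rate of 63.4 ± 4.0% per library. The study reported that 1131 genes responded to the loss of Sin3p, Srb2p or Mig1p at high temperature, of which 49 were shared by all of these factors. The study reported 395 genes regulated by Sin3p alone, 419 by Srb2p alone and 67 by Mig1p alone. The study reported 86 genes shared by Sin3p and Srb2p, 60 shared by Sin3p and Mig1p, and 55 shared by Srb2p and Mig1p.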

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

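Chosen only after the result was seen were the tests of a chaperone state, of diploid cells and of alpha cells. So was the estimated correlation for differences between deletions, beyond the ER folding list. Results are listed here where a list passed camera and fry for the difference between 2 deletions and also passed camera against wild type in each of them, in opposite directions, with each value the median log2 difference of the first deletion from the second.

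Early meiotic genes differed by −2.95 between the srb2 and sin3 deletions, with medians of −0.90 and 2.03 against wild type (camera adjusted p 3.0e-13, and adjusted p = 0.04 with an estimated correlation). In the same pair, middle and late sporulation genes differed by −2.20 (camera 6.3e-09, adjusted p = 0.17 with an estimated correlation), maltose and isomaltose genes by −2.22 (1.3e-05 and 0.14), fatty acid beta-oxidation genes by −2.36 (1.4e-07 and 0.2) and glycogen and trehalose genes by −1.97 (8.4e-07 and 0.36). Ribosome biogenesis genes differed by 1.29 between these deletions, with medians of 0.86 and −0.42 (1.1e-23 and 0.37), and cytosolic ribosomal protein genes by 0.98, with medians of 0.22 and −0.75 (2.0e-18 and 0.49). Between the srb2 and mig1 deletions, sporulation genes differed by −1.55 (camera 3.7e-12, adjusted p = 0.14 with an estimated correlation), maltose and isomaltose genes by −2.23 (1.0e-07 and 0.08) and genes for NAD synthesis from tryptophan by −2.06 (2.8e-04 and 0.16). Between the sin3 and mig1 deletions, purine synthesis genes differed by −1.76 (camera 9.4e-08, adjusted p = 0.41 with an estimated correlation), ribosome biogenesis genes by −0.79 (4.2e-16 and 0.47), cytosolic ribosomal protein genes by −1.15 (3.6e-32 and 0.4) and mitochondrial ribosomal protein genes by −0.51 (3.9e-09 and 0.47). The ric1 deletion differed from the sin3 deletion in sulfur and methionine genes by −0.98 (camera 4.6e-06, adjusted p = 0.14 with an estimated correlation) and from the mig1 deletion in mitochondrial ribosomal protein genes by −0.47 (1.2e-15 and 0.35).

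Wild-type duplicate 1 and sin3 deletion duplicate 1 departed from their strains in the same genes, with r 0.56 between the 2 departures across the genes with an annotated length (0.55 over all genes tested). A trend with gene length that differs between libraries is not the whole of it, since r was 0.44 after that trend was removed from each library. With 2 libraries per strain, duplicate 2 departs from its strain by the same amount the other way. The r therefore cannot show which duplicate of a strain is off. A shared culture state with higher chaperone genes stays open: with the length trend removed, the median chaperone difference between duplicates, 0.89 in wild type and 0.45 in the sin3 deletion, was at percentile 100 of 10000 random lists in both strains, but the list was picked after that difference was seen and its genes move together, which random lists do not. Libraries of different strains share only a duplicate number and no batch is given, so a shared day or preparation stays untested.

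Unfolded protein response and ER folding genes lay below wild type in all 4 deletions, with medians of −0.53 in ric1, −0.67 in srb2, −0.82 in sin3 and −0.62 in mig1. A length trend as the cause is argued against, since after its removal the median closest to 0 was −0.54 (SE over the list's genes 0.12). Wild-type duplicate 1 may account for part of the size: without it the medians were −0.27, −0.45, −0.55 and −0.37. That remainder does not come from that library and rests on the other wild-type library alone. A state of the wild-type cultures that the deletions lack may also account for it: with an estimated correlation, 0 of the 6 pairs of deletions differed in this list, which a call lost at this precision would also give. That state cannot be told apart from a biological effect common to the deletions, because all 4 were compared with the same 2 cultures. The paper also lists a KanMX marker in the srb2, sin3 and mig1 deletions and none in ScY01a. For changes these deletions share, that difference was not separated from the loss of the genes.

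All 5 a-specific genes and many pheromone response genes were higher in the mig1 deletion. Fewer alpha cells than in wild type are argued against by STE3, which would fall and was at 0.34 (SE 0.23). Wild-type duplicate 1 alone is argued against by an a-specific median of 1.85 without it, which rests on the other wild-type library. A length trend is argued against by a median of 2.25 (SE 0.30) after its removal. The SEs of medians here are over a list's genes, which move together, and hold no spread between libraries. Fewer diploid cells than in wild type stay open: that would raise a-specific and haploid-specific genes alike, and the first exceeded the second by 1.53 (SE 0.53), while the strains are described as haploid and of mating type a and diploid cells were not measured here. A response of a-type cells to pheromone or a direct effect of Mig1 loss was not tested.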

How the results depend on the processing

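Chosen after seeing the data were the fit without wild-type replicate 1 and sin3 deletion replicate 1, and removal of the length trend. So were the filter of 10 recovered reads, limma-voom on recovered reads, shared calls without each wild-type library, and the estimated correlation for differences between deletions. Over the alternatives named beforehand, 5367 values of 472 named-gene results kept their direction and side of the threshold, 743 lost the call, 23 gained it and 0 reversed, and for 90 gene-list results 901 kept both, 176 lost the call and 3 reversed. These totals pool mild alternatives and named genes that were not called to begin with. With 1 library left out at a time, all called named genes kept their direction. Many lost the call in at least 1 of those fits, including most of those in the ric1 and mig1 deletions. Called genes in the ric1 deletion numbered 10, against 6 with no filter on low values, 6 in limma without the trend, 9 in a fit of that strain and wild type only, of which 1 was among the 10, 20 (7 higher, 13 lower) with the duplicate number as a block, 1 at an adjusted p of 0.01, and 39 in the authors' deposited table. In the srb2 deletion 798 became 509 with a pseudocount of 5, 485 in a fit of that strain and wild type only, 1356 with no limit on fold change and 402 at an adjusted p of 0.01. In the sin3 deletion 701 became 1128 with no limit on fold change and 371 at an adjusted p of 0.01. In the mig1 deletion 195 became 35 in a fit of that strain and wild type only and 44 at an adjusted p of 0.01. With the block the other counts were 846, 733 and 270, but replicates share only a number, and the departures of replicates 1 from their strains correlated with r from −0.29 to 0.55 over pairs of strains. Leaving out 1 library at a time, where the lone library left is assumed to vary like the others, gave 1 to 22 called genes for ric1 (1 without wild-type replicate 1, 22 without replicate 2, 4 without either ric1 replicate), 419 to 1012 for srb2 (420 without wild-type replicate 1, 419 without srb2 replicate 2), 437 to 658 for sin3 (437 without sin3 replicate 1, 457 without replicate 2) and 49 to 192 for mig1 (49 without wild-type replicate 1, 56 without mig1 replicate 1). Without wild-type replicate 1 and sin3 replicate 1 the counts were 0, 332, 99 and 27, and RIC1 in its own strain, at −4.24, had an adjusted p of 0.076 and was no longer called; it ran from −4.24 to −3.90 with 1 library left out. Stricter thresholds lower counts by construction. Leaving out either wild-type library, shared calls ran from 0 to 14 for ric1 with srb2, 0 to 14 for ric1 with sin3, 0 to 15 for ric1 with mig1, 50 to 138 for srb2 with sin3 (196 with no limit on fold change), 25 to 113 for srb2 with mig1 and 29 to 101 for sin3 with mig1, lowest without replicate 1 each time. With an estimated correlation 0 lists passed in each deletion, and 0, 1, 0, 1, 0 and 1 for differences between ric1 and srb2, ric1 and sin3, ric1 and mig1, srb2 and sin3, srb2 and mig1, and sin3 and mig1; fry gave 5 lists for ric1 and 16 for ric1 against mig1. The camera direction of cytosolic ribosomal protein genes in the ric1 deletion turned direction without ric1 replicate 1 (camera adjusted p 0.17) and with the length trend removed (0.6), and the p ran from 1.7e-09 to 0.19 over the libraries left out. That of cytosolic ribosomal protein genes in the srb2 deletion turned without srb2 replicate 2 (0.25, against 1.3e-15 without replicate 1), and that of mitochondrial ribosomal protein genes in the mig1 deletion without wild-type replicate 2 (0.9, against 4.4e-09 without wild-type replicate 1 and sin3 replicate 1). The cause was not tested for these. DESeq2 on recovered reads was named beforehand and was not run. Genes with few reads are measured with less precision, and mig1 replicate 2 had the fewest reads, 1894915.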

Other observations

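Of the fixed list of 21 flocculin and cell wall mannoprotein genes, some were called in each deletion, in ric1 only CWP1. The list passed camera in ric1 only (0.0017, adjusted p = 0.21 with an estimated correlation). Tested directly, ric1 differed in it from sin3 (camera 0.03, adjusted p = 0.24 with an estimated correlation) but not from srb2 (0.98) or mig1 (0.056). CWP1 rose by a log2 of 2.02 in ric1, 2.91 in srb2, 2.87 in sin3 and 2.81 in mig1. PIR3, which encodes a wall protein linked to glucan, rose by 1.65 in srb2, 3.63 in sin3 and 3.58 in mig1, while the secreted glycoprotein gene YGP1 fell by 1.15 in srb2, 2.05 in sin3 and 1.75 in mig1. SED1 rose in srb2 (1.27), PIR1 in srb2 (1.37) and sin3 (1.18), and in the sin3 deletion CTS1, an endochitinase used in cell separation, rose by 2.42. Of the 21, 4 rose and 1 fell in srb2 (camera adjusted p 0.16), 5 rose and 4 fell in sin3 (0.55), and 2 rose, or 3 adjusted over the list alone, and 2 fell in mig1 (0.84). Without wild-type duplicate 1 the counts were 0 called in ric1, 3 higher and 0 lower in srb2, 4 and 3 in sin3, and 1 and 0 in mig1, and without it and sin3 deletion duplicate 1 they were 2 and 1 in sin3.

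The phosphate list passed camera in no deletion (adjusted p 0.17 in ric1, 0.31 in srb2, 0.12 in sin3 and 0.18 in mig1), and at most 3 of its 18 genes were called in any of them. PHO84 rose in the ric1 deletion (1.54), though not without wild-type duplicate 1, PHO4 in the srb2 deletion (1.48), and the transporters PHO89 (3.31) and PHO84 (2.26) rose in the mig1 deletion, the last 2 named after their values were seen. In the srb2 deletion HSP12, a stress protein of the plasma membrane, rose by 2.70 while HSP26 fell by 2.71. NBL1 was listed at 0 in both libraries of the srb2, sin3 and mig1 deletions and at 32.1 and 27.5 RPKM in wild type, where these values came from 2 and 1 reads. The small nucleolar RNA snR8 was listed at 0 in wild type, at 88 and 92.6 RPKM in the srb2 deletion and at 63 and 65.4 in the sin3 deletion.

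Genes called in the srb2 and sin3 deletions and not in the mig1 deletion were counted at the study's thresholds. The study used DESeq2 while the calls here come from limma on log2(RPKM + 1), so the counts differ in method too. The count here was 146, in any combination of directions, which is higher than the value quoted from the study above. Among all genes called in both deletions, with those also called in mig1, 52 were higher in each, 40 lower in each and 99 opposite. Counts in the srb2 deletion alone (561), the sin3 deletion alone (456) and any of the 3 deletions (1358) were also higher, by a smaller ratio. Counts in the mig1 deletion alone (50), in sin3 and mig1 (54), in srb2 and mig1 (46) and in all 3 (45) were lower, by less than 1.5 times.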
